# Identification of a mammalian silicon transporter

**DOI:** 10.1152/ajpcell.00219.2015

**Published:** 2017-02-08

**Authors:** Sarah Ratcliffe, Ravin Jugdaohsingh, Julien Vivancos, Alan Marron, Rupesh Deshmukh, Jian Feng Ma, Namiki Mitani-Ueno, Jack Robertson, John Wills, Mark V. Boekschoten, Michael Müller, Robert C. Mawhinney, Stephen D. Kinrade, Paul Isenring, Richard R. Bélanger, Jonathan J. Powell

**Keywords:** silicon, transport, Slc34a2, *Xenopus laevis* oocytes, rat kidneys

## Abstract

Silicon (Si) has long been known to play a major physiological and structural role in certain organisms, including diatoms, sponges, and many higher plants, leading to the recent identification of multiple proteins responsible for Si transport in a range of algal and plant species. In mammals, despite several convincing studies suggesting that silicon is an important factor in bone development and connective tissue health, there is a critical lack of understanding about the biochemical pathways that enable Si homeostasis. Here we report the identification of a mammalian efflux Si transporter, namely Slc34a2 (also termed NaPiIIb), a known sodium-phosphate cotransporter, which was upregulated in rat kidney following chronic dietary Si deprivation. Normal rat renal epithelium demonstrated punctate expression of Slc34a2, and when the protein was heterologously expressed in *Xenopus laevis* oocytes, Si efflux activity (i.e., movement of Si out of cells) was induced and was quantitatively similar to that induced by the known plant Si transporter *Os*Lsi2 in the same expression system. Interestingly, Si efflux appeared saturable over time, but it did not vary as a function of extracellular $HPO_{4}^{2-}$ or Na^+^ concentration, suggesting that Slc34a2 harbors a functionally independent transport site for Si operating in the reverse direction to the site for phosphate. Indeed, in rats with dietary Si depletion-induced upregulation of transporter expression, there was increased urinary phosphate excretion. This is the first evidence of an active Si transport protein in mammals and points towards an important role for Si in vertebrates and explains interactions between dietary phosphate and silicon.

silicon (Si) is the second most abundant element in the Earth’s crust and is ubiquitous in the diet, but the role it plays in mammalian physiology remains unclear. There is substantial evidence for its importance in the normal health and development of bone and connective tissues of vertebrates (6, 25, 43, 45), but a specific physiological and/or metabolic function has not been identified. In particular, proteins responsible for Si transport in mammals remain elusive. Silicon is essential for many algae (e.g., diatoms) to produce their exoskeleton and to complete their cell cycle (5, 21). It is also important in many species of plants, with both structural and physiological roles identified (12, 13, 27).

The first Si transporter to be identified (*Cf*SIT1) was in the diatom species *Cylindrotheca fusiformis* (22), and SITs are now known from a wide range of diatoms (51), choanoflagellates (32), and haptophytes (11). In plants, Si transport occurs through a collaboration of two individual transporter types, one of which is responsible for influx (movement of Si into cell) and the other for efflux (movement of Si out of cell). Influx occurs through an aquaporin channel (e.g., Lsi1, Lsi6) whereas efflux occurs through an energy-dependent active transport process driven by a proton gradient (e.g., Lsi2) (29, 30). Despite the characterization of multiple Si transporters in algae and plants as described, no Si-transporting homologs have been reported in mammals yet (29, 30, 32).

Previously, we reported that Sprague-Dawley rats on a Si-depleted diet massively reduced their urinary Si output to maintain serum and tissue Si levels (24). This was at the expense of phosphorus, which was decreased in serum and bone (24). These findings suggested that the kidney may be actively involved in Si conservation under chronic Si deprivation and that, somehow, phosphate is lost in the process. Here we report on the mammalian phosphate transport protein Slc34a2, which was upregulated in the kidney of the rats deprived of dietary Si. This protein was found to induce Si efflux activity when expressed in *Xenopus* oocytes and to exhibit structural similarity with Lsi2 in many plants. Identification that Slc34a2 can transport Si provides new evidence for a biological role for this element in mammals and establishes another distinct gene family of Si transporters.

## MATERIALS AND METHODS

### Silicon Depletion Study

Kidneys were obtained from the study of Jugdaohsingh et al. (24) following 6 mo of dietary Si intervention. Three-week-old female Sprague-Dawley rats were maintained for 26 wk on a formulated low-Si feed (~3 µg Si/g feed), with either low-Si drinking water (~15 ng Si/g water; Si deplete group, *n* = 20) or with orthosilicic acid (H_4_SiO_4_) supplemented in the drinking water (53 µg Si/g water; Si replete group, *n* = 10). A reference group of rats received a normal laboratory maintenance chow diet (B&K Rat and Mouse Standard Diet; B&K Universal) which is naturally high in Si (322 µg Si/g feed) and tap water (5 µg Si/g water); see reference 24 for diet compositions. This third group of rats is referred to as Si-high reference group. Total Si intakes were 0.17 mg Si kg body wt^−1^·day^−1^ in the Si deplete group, 4.1 mg Si·kg^−1^·day^−1^ in the Si replete group, and 18.5 mg Si·kg^−1^·day^−1^ in the Si-high reference group. After 26 wk, rats were euthanized by asphyxiation with carbon dioxide gas as previously described (24). Rats were killed and processed one at a time, with one rat from each group on the same day. Tissues were then harvested, as previously described (24), and stored at −20°C immediately following harvesting and then at −80°C for long-term storage. All groups of rats and their tissues were treated in precisely the same fashion. Spot urine samples were collected from fasted rats (24). Urinary Si and P analysis was by inductively coupled plasma optical emission spectrometry (ICP-OES), as described below, and data were corrected for urinary creatinine (24). As previously described (24), all animal procedures were carried out in accordance with the UK Home Office Animal Scientific Procedures Act 1986 (Scientific Procedures on Living Animals). Use of laboratory animals was approved by King’s College London (UK) Animal Ethics Committee and the UK Home Office. For this study, the left kidneys from *n* = 10 Si deplete, *n* = 8 Si replete, and *n* = 5 Si-high reference rats were ground in liquid nitrogen and total RNA was extracted with the Qiagen RNeasy Maxi kit for microarray and quantitative PCR analysis. This part of the study was carried out in 2008.

### Gene Array Analysis

Five micrograms total RNA per sample were hybridized to Affymetrix GeneChip Rat Genome 230 2.0 arrays (*n* = 4 Si deplete and *n* = 4 Si replete kidneys). Gene chip robust multiarray analysis (gcRMA) was used to normalize the data including a summarization step based on m-estimator values for the probe sets (58). Modified T-statistics were used to calculate significance of differential gene expression (10, 44) between the Si replete vs. Si deplete groups. Genes were selected as “differentially expressed” when false discovery rate *q* was < 0.1 (49). [The microarray data set has been submitted to the NCBI Gene Expression Omnibus: accession no: GSE58404.]

### Expression Studies

Quantitative real-time PCR was used to investigate the expression of relevant transcripts, including that of an internal control (18S), in the full cohort of rat kidney RNAs (*n* = 10 Si deplete, *n* = 8 Si replete, and *n* = 5 Si-high reference group). Transcripts were amplified with the TaqMan Universal protocol for real-time RT-PCR. The primers were TaqMan Gene Expression Assays consisting of a FAM reporter and TaqMan MGB probes. Differences in gene expression between groups were statistically analyzed by unpaired *t*-test.

### Immunohistochemistry

Kidneys from a normal laboratory maintenance chow fed rat were excised immediately after necropsy and then fixed in 4% PBS-buffered paraformaldehyde. The samples were then cryo-protected via sucrose gradient and snap-frozen in iso-pentane cooled on dry ice. The frozen samples were then embedded in Optimal Cutting Temperature compound (VWR). Tissue sections were subsequently cryo-sectioned at 12 μm thickness, collected on SuperFrost slides (Thermo Scientific), and allowed to air dry overnight at room temperature. Sections were blocked with normal serum in PBS. Samples were then incubated with primary antibody against Slc34a2 (Genetex) or an appropriately matched isotype control. Primary antibody was then detected by incubation with goat anti-rabbit IgG (H+L) Alexa Fluor 488 conjugate (Invitrogen) before counterstaining the nuclei with Hoechst 33342 (Invitrogen) and the cytoskeleton (f-actin) with phalloidin CF633 (Biotium). Imaging was carried out on a Leica SP2 confocal microscope using a 1.2 numerical aperture ×63 water immersion lens. Images were collected using the Leica Application Suite software. Alongside Slc34a2 antibody-stained sections, images of the isotype controls were also collected under identical settings and in “matched” parallel tissue sections. A threshold removing any minor nonspecific signal in the isotype controls was then defined, with this threshold subsequently applied identically across all collected images to robustly identify Slc34a2. Staining for Slc34a2 was distinctly punctate so, as well as presentation in as-collected intensity format, images are also presented in binary format (i.e., all Slc34a2 signal that is brighter than isotype threshold shown at maximum intensity). This “view” was included to facilitate visualization of Slc34a2 locality within the limits of the printed image size.

### Urinary P and Si Analyses

Fasting spot urine samples collected from 6-h fasted rats (*n* = 8 Si deplete, *n* = 5 Si replete, and *n* = 6 Si-high reference rats) were digested (in 1:1 mixture of 69% nitric acid and 40% hydrogen peroxide), diluted (1:100), and analyzed for total phosphorus by inductively coupled plasma optical emission spectrometry (ICP-OES; Jobin Yvon 2000-2) at 214.914 nm with sample-based standards. Urinary Si was analyzed by ICP-OES as previously described (24).

### Inter-Organism Homology of Si Transporters

Homology search was performed with BLASTp (3) against plant and diatom sequences in the EMBL/GenBank nonredundant protein database using the default settings (http://www.ncbi.nlm.nih.gov/). BLASTp and tBLASTn were also used to identify homologs in a range of fully sequenced vertebrate genomes from the EMBL/GenBank and Ensembl databases, and also to identify homologs in selected phylogenetically relevant groups where complete genomes were not available (see Supplemental Table S1; Supplemental Material for this article is available at the Journal website). An alignment of homologs was generated using MUSCLE (http://www.ebi.ac.uk/Tools/msa/muscle/) under the default settings, producing a final alignment of 38 sequences from 17 species. ProtTest (1) found that the JTT+G+I model provided the best fit to the data under the Akaike Information Criterion. Maximum likelihood analysis was carried out using PhyML (19). Starting trees were generated by BioNJ, with tree searching using the NNI heuristic methods, and topology and branch lengths were optimized in ML calculations. One hundred bootstrap data sets were analyzed using the same model and method as for the PhyML analysis, with bootstrap proportions added as numbers to the nodes of the PhyML tree. The alignment was also used for Bayesian MCMC analysis using Phylobayes 3.3 software (26), under the CAT +G+I model until convergence (maximum discrepancy <0.3, effective size >100), for 15 parallel chains with sampling every 100 cycles and a burn-in equal to one-fifth the total size of the chain. Posterior probabilities were used to express the support for the nodes in the Bayesian phylogeny. The trees generated were viewed using FigTree (version 1.3.1, Andrew Rambaut, Institute of Evolutional Biology, University of Edinburgh 2006–2009).

### Calculated Oxoacid Volumes

The structure for each oxoacid/oxoanion was optimized using the PBE0 functional (2, 38, 39) and 6–31++g(d,p) atomic orbital basis set (4, 9, 15, 16, 20, 41, 42). The electron density corresponding to these optimized structures was used to estimate the molecular volume that describes the solvent accessible surface, defined as the volume bounded by a density contour of 0.001 electrons/Bohr^3^. An increased density of points was used to ensure a more accurate integration so that the computed molecular volumes are quantitative (37, 56). Since these species are in an aqueous environment, structures were optimized within a solvent field using the integral equation formalism variant of the polarizable continuum model (7, 52, 57) to account implicitly for the effects of an aqueous environment on the solvent accessible surface. The Gaussian09 suite of programs (17) was used in these determinations.

### Transport Activity in Xenopus laevis Oocytes

#### Cloning the gene of interest and oocyte preparation.

A cDNA sequence verified *Rattus norvegicius* IMAGE clone pExpress-1/Slc34a2 (Unigene ID: Rn.16933, Entrez Gene: 84395 in DH10BTonA) was purchased from Source BioScience LifeSciences (Cambridge, UK).

For synthesis of capped RNA, the open reading frame (ORF) was amplified by PCR with the following primers: 5′-GAGGATCCATGGCTCCTTGGCCCGAGTTG-3′ and 5′-GAGGATCCTAGAACACTGTAGTGTTGGACA-3′. The fragment containing the ORF was inserted into the *Bgl*II site of a *Xenopus* oocyte expression vector pXßG-ev1 (a pSTP64 T-derived pBluescript type vector into which *Xenopus* β-globin 5′- and 3′-UTR had been inserted) (40). Capped RNA was then synthesized from linearized pXβG-ev1 plasmids by in vitro transcription with mMESSAGE mMACHINE High Yield Capped RNA Transcription Kit (Ambion) according to the manufacturer’s instructions.

Oocytes were isolated from *Xenopus laevis* frogs purchased from NASCO (Nasco-Fort Atkinson, WI) and from Watanabe Zosyoku (Hyogo Pref, Japan). Procedures for defolliculation, culture condition, and selection were the same as described previously (35). A volume of 50 nl of the in vitro cRNA transcripts (1 ng/nl) was injected into stage V oocytes using a Nanoject II automatic injector (Drummond Scientific). Water-injected oocytes were used as a negative control, *Os*Lsi1-injected oocytes were used as positive controls while testing for influx activity, and *Os*Lsi2-injected oocytes were used as positive controls while testing for efflux activity. Ethical approval was obtained (permit no. 21031043) from the Animal Care Committee of Laval University (Quebec City, QC, Canada).

#### Influx transport activity.

After incubation in a Modified Barth’s Saline (MBS) solution (88 mM NaCl, 1 mM KCl, 2.4 mM NaHCO_3_, 15 mM Tris·HCl at pH 7.6, 0.3 mM Ca(NO_3_)_2_, 0.41 mM CaCl_2_, 0.82 mM MgSO_4_, 10 μg/ml sodium penicillin, and 10 μg/ml streptomycin sulfate) at 18°C overnight, the cRNA-injected oocytes were exposed to the MBS solution supplemented with 1 mM H_4_GeO_4_, 0.1 mM $HAsO_{4}^{2-}$ or 1 mM $HPO_{4}^{2-}$ at pH 7.6. Following 30 min incubation at 18°C, the oocytes were washed five times with MBS alone and digested with concentrated (61%) HNO_3_. The Ge, As, and P concentrations in the digested solutions were determined by ICP-MS (7700X; Agilent Technologies) with appropriate standards, QCs and sample blanks.

To investigate the Si influx and its dependence on extracellular [Na^+^] or [$HPO_{4}^{2-}$], oocytes were incubated for three days at 18°C in MBS5 (84 mM Na^+^ and 2 mM $HPO_{4}^{2-}$) supplemented with 100 µM each of penicillin and streptomycin. Then a set of 10 oocytes for each condition was exposed to MBS2 (1.7 mM H_4_SiO_4_, 10 mM Na^+^, and 0.5 mM HP$HPO_{4}^{2-}$) or MBS3 (1.7 mM H_4_SiO_4_, 84 mM Na^+^, and 2 mM $HPO_{4}^{2-}$) solution for 2 h. After exposure, oocytes were rinsed in a solution containing 0.32 M sucrose and 5 mM HEPES (pH 7.4) and then digested in 25 µl concentrated nitric acid, dried at 82°C for 2 h, reconstituted in plasma grade water (100 µl) and 10 µl analyzed by atomic absorption spectroscopy (see below).

#### Efflux transport activity.

To investigate the efflux transport activity for H_4_GeO_4_ by *Rn*Slc34a2, 50 nl 1 mM H_4_GeO_4_ in MBS were directly injected into *Rn*Slc34a2-transfected oocytes. The oocytes were then washed five times with MBS and transferred to 200 µl of fresh MBS at 18°C. H_4_GeO_4_ was allowed to efflux into the incubation medium. After 30 min and 2 h, the incubation medium was carefully sampled, and at the end of the experiment, the oocytes were digested with concentrated HNO_3_ and the samples were analyzed for Ge by ICP-MS (7700X) with appropriate standards, QCs, and sample blanks.

To investigate the efflux transport activity for Si by *Rn*Slc34a2, oocytes were injected with 25 nl of 500 ng/nl cRNA of *RnSlc34a2* or *OsLsi2* or an equal volume of H_2_O as a negative control. Pools of 10 oocytes were then loaded with Si by incubation for three days at 4°C in MBS1 or MBS2, both containing 2 mM Si but different concentrations of Na^+^ and $HPO_{4}^{2-}$ (Supplemental Table S2). These oocytes were then exposed to fresh MBS without added Si but with different concentrations of Na^+^ and $HPO_{4}^{2-}$ (MBS, MBS3, MBS4, or MBS5 solution; Supplemental Table S2) for 0, 1, or 2 h. After exposure, oocytes were rinsed in a solution containing 0.32 M sucrose and 5 mM HEPES (pH 7.4), digested with concentrated HNO_3_ (25 µl for each pool of 10 oocytes) and dried at 82°C for 2 h. Plasma-grade water (100 µl) was then added, and samples were incubated for 1 h at room temperature. Samples were vortexed and then centrifuged for 5 min at 13,000 *g*. Ten microliters of samples were then analyzed by Zeeman atomic absorption spectrometer (Varian AA240Z; http://www.varian.com) equipped with a GTA120 Zeeman graphite tube atomizer, to determine the intracellular Si concentration. Silicon levels in the samples and sample blanks were quantified using appropriate standards prepared using 1,000 ppm ammonium hexafluorosilicate solution (Fisher Scientific, http://www.fishersci.com). Data were analyzed with SpectrA software (Varian).

### Statistical Analysis

Results are reported as means ± SD unless otherwise stated. Linear relationships between dietary Si exposure and the relative renal expression of Slc34 genes were assessed at a significance of *P* ≤ 0.05. Thereafter, individual differences were assessed by Independent (unpaired) Samples 2-Tailed T-test. Where there were multiple group comparisons a Bonferroni correction was applied to the *P* value (i.e., *P*/*n*), and significance was taken as *P* ≤ 0.05/*n*. All statistical analysis was conducted in GraphPad Prism (version 6.0b) or IBM SPSS software (version 21; IBM).

## RESULTS AND DISCUSSION

### Identifying RnSlc34a2 As a Candidate for Si Transport

Data from our study of Si deficiency in rats strongly suggested active urinary conservation of Si during dietary Si depletion (24). The present investigation utilized kidneys harvested during this study to investigate Si regulatory genes. 

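The kidneys measured by gene array were those of female Sprague-Dawley rats aged 29 weeks, after 26 weeks at an intake of 0.17 mg Si per kg body weight per day in the Si deplete group and 4.1 mg Si per kg per day in the Si replete group. RNA of the ground left kidney of 1 rat was hybridized to each array, with 4 arrays in each group, so the levels are averages over all cell types of the kidney. The deposited values are log2 levels of probe sets that the authors had computed by gcRMA, which corrects the background by GC content, normalizes across arrays and summarizes the probes of each probe set. The probe intensities were not analysed here, and this step was taken as deposited. Of the 31099 probe sets, 57 controls were left out and 31042 were tested. The platform annotation gives 1 gene symbol for 20826 of these, several for 436 and none for 9780, so that 14217 genes could be named. Median levels of the arrays lay between 3.80 and 3.92, and 51.3% of the probe sets had a mean under 4, near the lower end of the scale. The first principal component held 42.1% of the variance. It placed every Si deplete array, at -1.94 to 64.0, above every Si replete array, at -25.9 to -18.8. Si deplete replicate 1, at 64.0, stood apart from the other arrays, which lay at -25.9 to 19.2. Groups were compared by limma's moderated test with Benjamini-Hochberg adjustment and an adjusted p of 0.1. The paper's methods set 0.1 for a false discovery rate q. On simulated arrays with the spread of the real ones, the test recovered 93% of 100 probe sets changed by 1 on the log2 scale and 99% of 100 changed by 2, among 31042 probe sets. These shares describe the simulated arrays only. In the real arrays, Slc34a2, with a change of 2.07 (standard error 0.39), did not pass (limma, adjusted p = 0.13). The 4 arrays per group limit the precision.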

Gene arrays (Affymetrix GeneChip Rat Genome 230 2.0 arrays containing over 16,000 Entrez IDs and 11 probes per gene) were performed on RNA extracted from the kidney tissues of Si deplete and Si replete rats (*n* = 4 for each group) and the data were interrogated for differential regulation of potential transporters (Fig. 1*A*). The gene array findings^1^ were confirmed by real-time RT-PCR analysis, and this technique was also subsequently used to investigate a larger cohort of samples from the Si deplete (*n* = 10), Si replete (*n* = 8), and a reference group (*n* = 5) that were rats kept on a normal laboratory chow diet that is naturally high in Si (referred to as Si-high reference group). 

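In Si deplete kidneys, 35 probe sets were higher and 12 were lower than in Si replete kidneys at an adjusted p under 0.1 from limma, and every one of the 47 separated the 4 arrays of one group from the 4 of the other. They named 27 higher and 5 lower genes. The largest increase among these genes that passed was in Adra1d, the alpha-1D adrenergic receptor (log2 fold change 3.20, standard error 0.36). It was followed by the transcription factor Myc (2.28, standard error 0.32) and the secreted metalloprotease Adamts1 (2.17, standard error 0.29). Cd44, a receptor for hyaluronan, came next (1.82, standard error 0.27). Their adjusted p-values from limma were 0.0817, 0.0817, 0.0817 and 0.0864. Rhou (1.55), Tpbg (1.43), Marcksl1 (1.34), Spns2 (1.34), Col15a1 (1.31) and Inhbb (1.27) rose as well. Among the genes that fell were Gsta3l1 (-2.04), Asb13 (-0.95), Ghr, the growth hormone receptor (-0.83), Hoxa3l1 (-0.66) and Gemin6 (-0.65). Pgam2 (-1.10), Nmrk1 (-0.72), Larp1b (-0.64), Pcsk1n (-0.99) and Gkap1 (-0.59) had the next smallest p-values among lower genes but did not pass, at adjusted p-values of 0.108 to 0.126, although all 5 did when probe sets with mean under 4 were left out. Of 30 measured genes of the extracellular matrix, 3 rose, none fell and 27 did not pass; 22 were higher and none was lower when adjusted over the list alone. Those that rose were Col15a1, Col4a2 (0.75) and Col4a1 (1.03), which encode collagen chains of basement membranes, and the mean change of the list was 0.77 (camera, adjusted p = 9.49e-13 with the preset correlation and adjusted p = 0.401 with an estimated correlation). Of 24 genes of kidney injury and inflammation, none passed over all probe sets on its brightest probe set, whereas Cd44 rose on the other of its pair; adjusted over the list alone, 19 were higher and 1 was lower, and their mean change was 1.07 (camera, adjusted p = 8.09e-11, and adjusted p = 0.401 with an estimated correlation), or 0.88 without Si deplete replicate 1. Beside these lists, markers of fibroblasts and mural cells had a mean change of 0.34 (camera, adjusted p = 0.103), those of macrophages and myeloid cells one of 0.54 (adjusted p = 0.000209, and adjusted p = 0.598 with an estimated correlation) and those of lymphocytes, which were dim, one of 0.66 (adjusted p = 0.000202, and adjusted p = 0.401 with an estimated correlation). The lists overlap: 4 genes, Col1a1, Col3a1, Lum and Dcn, are in both the matrix and the fibroblast and mural lists. Another 2, Spp1 and Timp1, are in both the matrix and the injury lists. Havcr1, which encodes kidney injury molecule 1, had a log2 fold change of 3.66 (standard error 0.69, adjusted p = 0.134 from limma). The smallest adjusted p of all probe sets was 0.0611, and 4638 had an unadjusted p under 0.05 where 1552 would be so by chance. The 35 higher and 12 lower became 33 and 19 when each array's median was subtracted. No probe set passed in limma without Si deplete replicate 2 or without Si replete replicate 1, 2 or 3 (3334 to 3954 at an unadjusted p under 0.05), while 2 higher and 2 lower did without Si deplete replicate 4, 11 and 3 without Si replete replicate 4, and 235 and 67 without Si deplete replicate 3.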

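On the arrays, Slc34a2 (1 probe set), which encodes the sodium-phosphate cotransporter NaPi-IIb, had a log2 level of 10.62 ± 0.63 (SD, n = 4) in Si deplete kidneys and 8.55 ± 0.70 (SD, n = 4) in Si replete kidneys. This is a log2 fold change of 2.07 (standard error 0.39), or 4.19-fold, and the difference exceeds the spread within either group. Every Si deplete kidney lay above every Si replete kidney (exact permutation test, 2-sided p = 0.0286, the smallest p that 4 against 4 allow). The paper chose this gene on the same kidneys, so this p is not independent evidence. Of all probe sets, 2909, or 9.37%, separated the groups completely, against 2.86% expected. Slc34a1, the main phosphate cotransporter of the proximal tubule, differed by -0.16 (standard error 0.24, adjusted p = 0.796 from limma) on its brighter probe set and by 0.58 (standard error 0.37, adjusted p = 0.499) on the other. Slc34a3 differed by 0.07 (standard error 0.68, adjusted p = 0.973), with a 95% interval of -1.45 to 1.60 that leaves room for a large difference in either direction. The list of kidney injury genes, none of which passed on its brightest probe set (camera, adjusted p = 0.401 with an estimated correlation), had a mean of 1.11, 0.35, -0.03 and 0.71 in Si deplete replicates 1 to 4 and -0.23, -0.68, -0.81 and -0.40 in Si replete replicates 1 to 4, relative to the mean of all arrays.

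**Figure D1:**
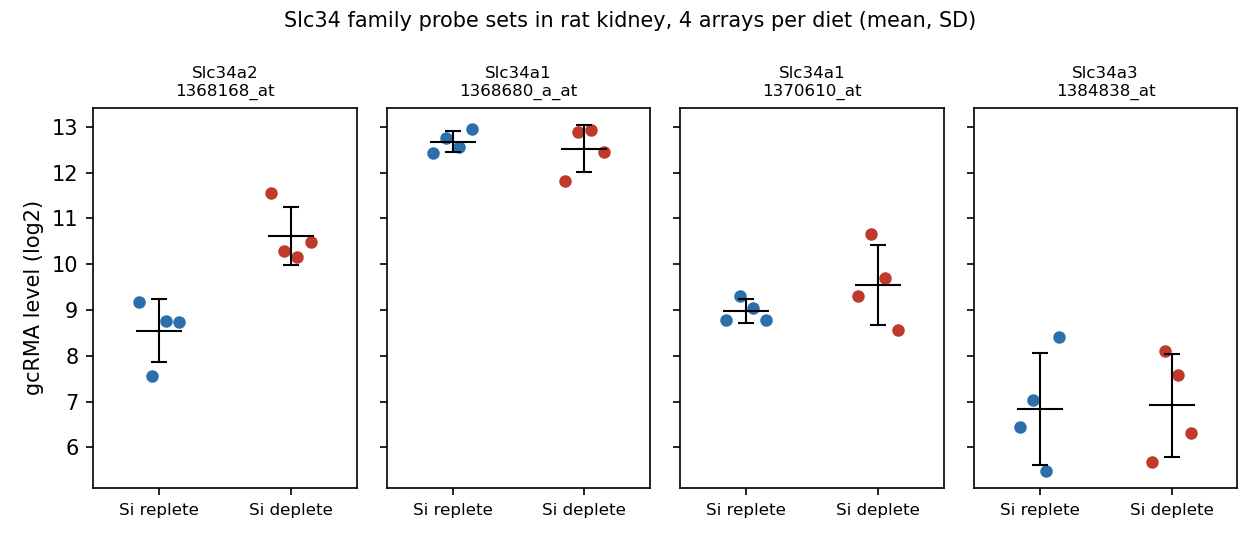
Log2 gcRMA levels of the 4 probe sets of the Slc34 family in each kidney, by diet; points are arrays, and bars are the mean and SD of 4. The Slc34a2 levels are 10.15 to 11.55 in Si deplete and 7.55 to 9.17 in Si replete kidneys, whereas the groups overlap for Slc34a1 and Slc34a3.

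Slc34a2 did not pass over all probe sets (limma, adjusted p = 0.13), and 104 probe sets had a smaller p. It passed without Si deplete replicate 3 (adjusted p = 0.0909) and by Storey's q-value (0.0927), which was applied to this gene after its value was seen. With any other single array left out, Slc34a2 passed by neither measure. Its adjusted p from limma was then 0.138 to 0.312 and its q-value 0.102 to 0.242. The paper searched these arrays for transporters regulated by dietary Si and names Slc34a2 a candidate for Si transport (Fig. 1).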

Slc34a2 (type II sodium-phosphate cotransporter), commonly referred to as NaPi-IIb, was expressed especially highly in the kidneys of rats on the Si deplete diet (2.8- and 4.8-fold higher than for kidneys from rats on the Si replete and Si-high reference diets, respectively; Fig. 1*B*). mRNA expression of other Slc34 family members, namely Slc34a1 and Slc34a3, were unchanged with dietary Si intervention (*inset*, Fig. 1*B*).

**Fig. 1.**
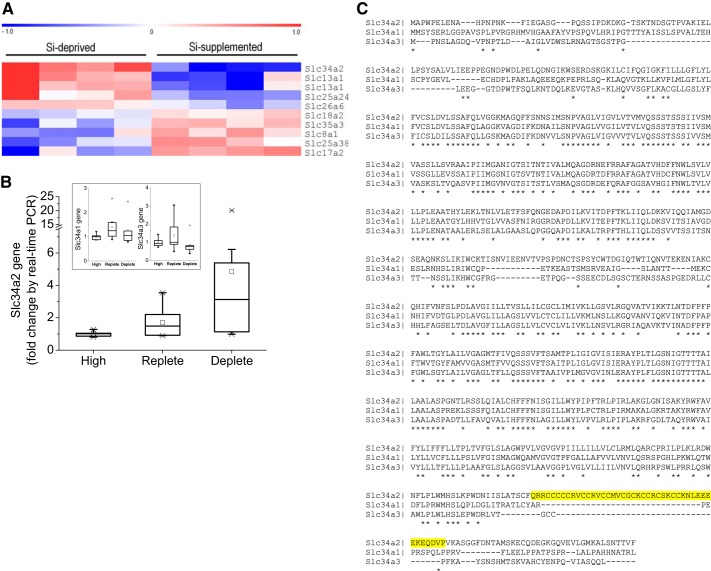
Identifying *Rn*Slc34a2 as a candidate for Si transport. *A*: relative expression of solute-like carriers in the kidney of *Rattus norvegicus* from Si deplete (*n* = 4) compared with Si replete (*n* = 4) animals. Data were analyzed by gene array. Red indicates upregulation and blue indicates downregulation of expression; Si replete vs. Si deplete group. Multiple probe sets per gene can be present as was the case for Slc13a1. *B*: quantitative PCR analysis of Slc34a2 and of family members (*inset*) in the kidneys of Si-high reference, Si replete and Si deplete rats. Overall, the relative expression of *Rn*Slc34a2 was inversely related to dietary Si exposure (*P* < 0.05), but there was no relationship with Slc34a1 or Slc34a3 (*P* = 0.5 and 0.4, respectively). Gene expression values are relative to the Si-high reference group. *C*: sequence alignment of the *Rattus norvegicus* Slc34 gene family. Slc34a2 is characterized by a ~30-residue stretch (highlighted in yellow) that is not present in Scl34a1 and Slc34a3. Asterisks (*) below sequence indicate identical amino acids, colons (:) indicate functionally similar amino acids, and dashes (–) indicate gaps in the alignment.

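Of the 9 solute carriers of Fig. 1A, 4 had higher and 5 had lower levels in Si deplete kidneys, in the directions that the figure shows. None passed over all 31042 probe sets (limma, adjusted p-values of 0.13 to 0.247), whereas adjusted over the list alone 4 were higher and 5 were lower; the study chose this list on the same kidneys, so the second count is not independent evidence. After Slc34a2, the largest difference was in Slc13a1, a sodium-sulfate cotransporter of the proximal tubule. Slc25a24, a mitochondrial carrier of ATP-Mg and phosphate, had a log2 fold change of 0.84 (standard error 0.24, adjusted p = 0.206), and the anion exchanger Slc26a6 one of 0.30 (standard error 0.10, adjusted p = 0.247). Lower levels were measured for Slc17a2 (-0.95, standard error 0.27), Slc35a3, which carries UDP-N-acetylglucosamine into the Golgi (-0.68, standard error 0.16), Slc25a38 (-0.62, standard error 0.17), the sodium-calcium exchanger Slc8a1 (-0.61, standard error 0.16) and the vesicular monoamine transporter Slc18a2 (-0.36, standard error 0.10). Slc26a6 and Slc18a2 were dim, at mean log2 levels of 3.20 to 3.50 and 2.64 to 3.00. A wider list of solute carriers held 294 measured genes with symbols of Slc and a number. Transporters with other symbols are not in it. Within this list, Slc34a2 had the largest change and the smallest p. Of the 294, 63 had an unadjusted p under 0.05 (21 higher, 42 lower), or 21.4%, against 18.5% of all 14217 genes. At that share, 54 of the list would (camera, adjusted p = 0.117 for the list). Of the 14 with an unadjusted p under 0.01, 8 are in Fig. 1A. Outside Fig. 1A, the smallest p-values among higher carriers were those of the zinc and iron transporter Slc39a14 (0.60), Slc44a2 (0.40), the phosphate transporter Slc20a1 (0.43), Slc8b1 (0.35) and Slc25a22 (0.37), and among lower carriers those of the glutamine transporter Slc38a3 (-0.50), Slc46a3 (-0.39), Slc33a1 (-0.49), Slc16a8 (-0.29) and the insulin-responsive glucose transporter Slc2a4 (-0.68). None of these 10 passed, with adjusted p-values of 0.17 to 0.238 from limma. Slc16a8 and Slc2a4 were dim as well, at mean log2 levels of 2.40 to 2.69 and 3.32 to 4.00. By Storey's q-value, applied to these genes after their values were seen, 1 of the 9 genes of Fig. 1A passed, Slc34a2, as it did with an intensity trend, a robust prior, array weights or quantile normalization, and 0 to 2 passed with single arrays left out. It called 4 with each array's median subtracted and 7 with probe sets of mean under 4 left out, a filter that removes Slc26a6 and Slc18a2.

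**Figure D2:**
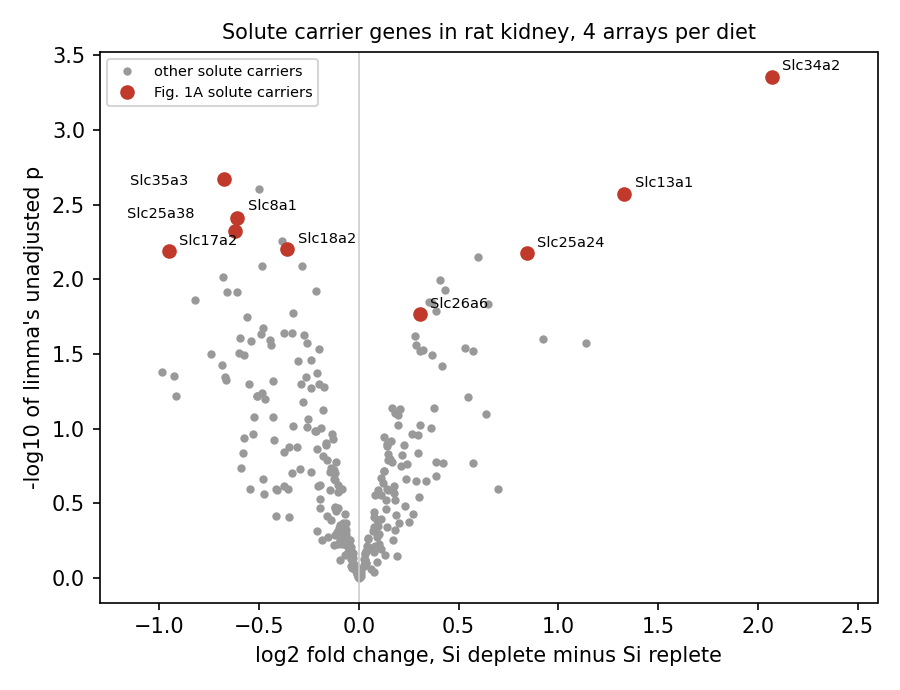
Log2 fold change (Si deplete minus Si replete) against -log10 of limma's unadjusted p for the 294 genes with Slc symbols. There is 1 point per gene from its brightest probe set, with 4 arrays per diet. The genes of Fig. 1A are in red, and Slc34a2 lies apart at 2.07.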

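Slc13a1 was measured by a pair of probe sets that gave differences of the same direction. Its log2 level was 10.29 ± 0.48 (SD, n = 4) in Si deplete and 8.96 ± 0.63 (SD, n = 4) in Si replete kidneys on the brighter one, a log2 fold change of 1.33 (standard error 0.33, adjusted p = 0.17 from limma). On the other it was 9.88 ± 0.34 (SD, n = 4) and 8.83 ± 0.46 (SD, n = 4), a log2 fold change of 1.04 (standard error 0.24, adjusted p = 0.163). On both, every Si deplete kidney lay above every Si replete kidney (exact permutation test, p = 0.0286), in the same kidneys on which the paper chose its carriers. Other carriers of the figure also had several probe sets. Slc8a1 differed by -0.61 on its brighter probe set but by -0.09 (standard error 0.11) on the other, which was dim at log2 levels near 2.22 and 2.31. Slc18a2 differed by -0.36 on its brightest probe set and by -0.12 and -0.10 on the others, all of them dim. None of these probe sets passed at an adjusted p under 0.1.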

Correlation between Slc34a2 expression and urinary Si concentration showed an inverse exponential relationship between fasting urinary Si level and the relative expression of Slc34a2 (Fig. 2), implying that Slc34a2 is involved in the reabsorption of H_4_SiO_4_ from the pre-urine under dietary Si deprivation. No such relationship was observed for Slc34a1 and Slc34a3, or other candidate transporters identified in the gene arrays (Fig. 1*A*).

**Fig. 2.**
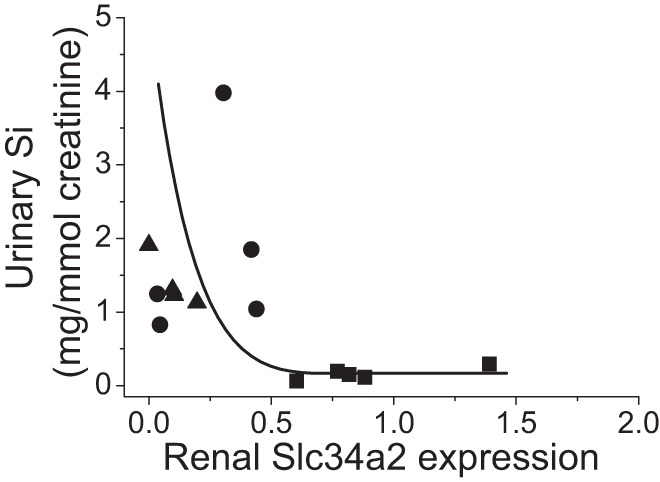
Correlation between renal *Rn*Slc34a2 expression (by quantitative RT-PCR analysis) and fasting urinary Si excretion. Urinary Si excretion in the rats (■, Si deplete; ●, Si replete) and laboratory chow reference group (▲, Si-high reference) showed an inverse relationship with Slc34a2 expression in the kidneys; *r* = 0.47.

Only a few reports have demonstrated the renal expression of Slc34a2. The original paper characterizing the transporter demonstrated its presence in murine kidney at the mRNA level (23). Suyama et al. (50) confirmed this more recently by in situ hybridization as well as protein expression and localization by antibody staining. The kidney samples from our study were not adequately collected for immunohistochemical analysis, but were for RNA analysis. Thus we confirmed with appropriately collected kidneys from a control rat that, as previously published (50), Slc34a2 protein is expressed by the tubular epithelial cells of the kidney cortex (Fig. 3). Here, as previously reported (50), Slc34a2 showed distinct punctate staining: some of which was basolateral within the cell and some of which was apical/cytosolic (Fig. 3). Whether silicate deficiency dictates only the level of expression of Slc34a2 (Fig. 1) or, also its precise location in the cell, as excess dietary phosphate does (50), should be investigated in future work.

**Fig. 3.**
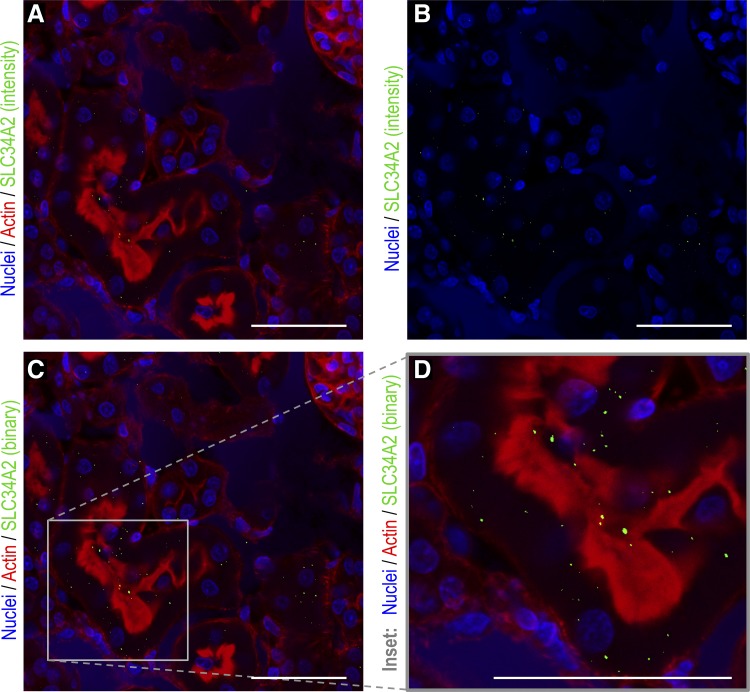
Immunohistochemistry analysis of Slc34a2 in freshly harvested rat kidney cortex. Sections of freshly harvested kidneys from a healthy wild-type rat were analyzed by immunohistochemistry with anti-Slc34a2 (*green*) antibody (this figure) or the appropriate isotype control (data not shown). Cell nuclei were counterstained (*blue*) with Hoescht 33342 and cell cytoskeleton (f-actin, *red*) with phalloidin CF633. Antibody-stained sections and isotype controls were collected under identical settings, as stated in materials and methods. A threshold removing all Slc34a2 attributable signal was defined on the isotype controls and uniformly applied to all images (i.e., antibody-stained images). Staining for Slc34a2 within the tubular epithelial cells was distinctly punctate so, as well as the signal above the isotype control being presented in an as-collected “intensity” format (i.e., the more secondary antibody that is bound, the brighter the signal) (*A* and *B*), it is also displayed as a binary format (i.e., all signal that is brighter than isotype threshold is given the maximum intensity value) as this aids visualization (*C* and *D*). All images are of the kidney cortex and scale bars are 50 µm. *B*: as-collected “intensity” format without actin staining. *D*: a high-power image (×63 magnification) of the area within the quadrant in image (*C*).

Finally, to translate these observations (i.e., that Slc34a2 has some basolateral expression in kidney cells and is upregulated in Si deplete diets) we measured urinary P excretion in the three groups. The Si-high reference group diet was higher in P than the Si replete group diet, being 7.0 vs. 2.3 mg/g, respectively, and so, as expected, urinary P excretion was significantly reduced in the latter [by 89 mg/mmol creatinine for the medians; *P* = 0.008; *n* = 6 and 5, respectively (Fig. 4)]. However, the Si deplete group (with the same dietary P level as the Si replete group) showed no difference in urinary P levels compared with the reference group (Fig. 4), showing that in this group, phosphate was being (relatively) wasted as a consequence of Si being conserved.

**Fig. 4.**
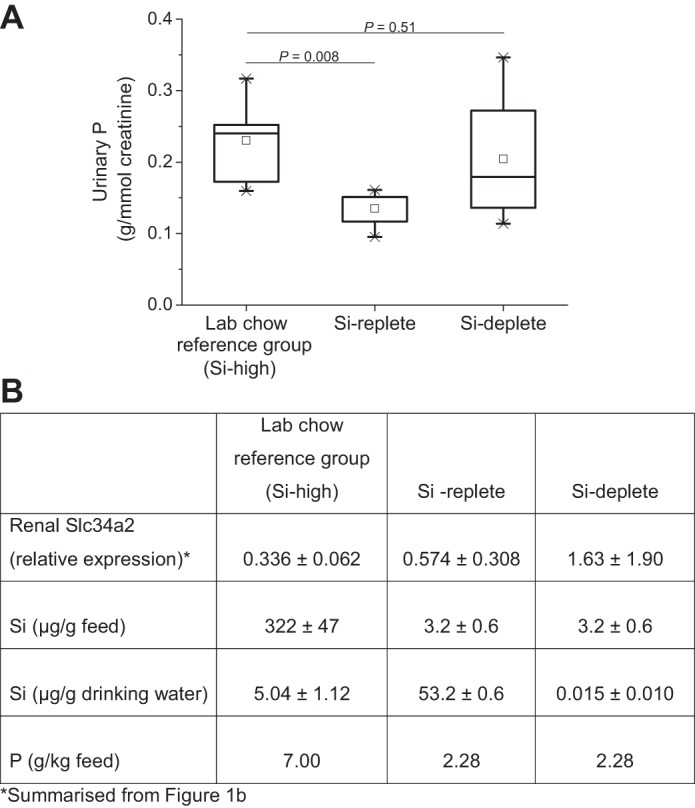
Fasting urinary phosphorus excretion. Urinary P excretion was measured in the laboratory chow reference group (Si-high reference; *n* = 6), Si replete (*n* = 5), and Si deplete (*n* = 8) rats by ICP-OES and corrected for creatinine concentration (*A*). The higher P excretion in the laboratory chow reference group is due to the higher P content of the diet (see *B*). However, the difference in urinary P excretion between the Si replete and Si deplete rats cannot be explained by a difference in dietary P content, but rather due to the upregulation of Slc34a2 in the latter group mediated by Si deficiency in the diet and drinking water (*B*).

### RnSlc34a2 Transport Activity

The ubiquitous nature of Si makes transport studies of soluble silicic acid (H_4_SiO_4_) challenging. It is well known that related oxoacids may ride the same transport systems (22, 29, 36, 54) owing to similarities in their structure and solvated molecular volume (Table 1). Germanic acid (H_4_GeO_4_), the closest structural analog of silicic acid, is therefore often employed as a proxy for Si transport, thereby avoiding all background and contamination issues with Si and facilitating analysis (22, 29). Recently, however, graphite furnace atomic absorption spectrometry (GFAAS) was shown to be effective for directly measuring Si influx/efflux in *Xenopus laevis* oocytes transfected with Si-transporting aquaporins from plants (8, 18). Hence, both methods of characterizing Si transport— indirect and direct—were used in the present investigation.

**Table 1.** Oxoacid and oxoanion volumes

Oxoacid/Oxoanion	Gas Phase V_M_, cm^3^/mol	Implicit Aqueous Solvent V_M_, cm^3^/mol
$HCO_{3}^{-}$	41.9	39.1
H_3_BO_3_	43.4	43.6
$H_{4}BO_{4}^{-}$	52.5	55.8
H_4_SiO_4_	63.2	56.5
H_4_GeO_4_	61.3	57.8
$HPO_{4}^{2-}$	62.0	59.2
$HAsO_{4}^{2-}$	65.0	63.1

PBE0/6–31++g(d,p) calculated solvent accessible surface molar volumes (V_M_) for various main group oxoacids and oxoanions at physiological pH, showing the similarities between H_4_SiO_4_, H_4_GeO_4_ (two oxoacids that are effluxed by Slc34a2), $HPO_{4}^{2-}$, and $HAsO_{4}^{2-}$ (oxoanions that are influxed by Slc34a2).

The Slc34a2 coding sequence was inserted into a *Xenopus laevis* expression vector, and cRNA synthesized from this construct was injected into oocytes. Initial expression and plasma membrane localization were verified using an eGFP-tagged Slc34a2 construct. Slc34a2 is recognized as a sodium phosphate importer, especially in the brush border of small intestine membrane cells (14, 31, 36, 55), and arsenate also rides this transport system (36, 54). Therefore, both of these oxoacids were utilized as easily measured probes to confirm Slc34a2 influx activity (Fig. 5, *A* and *B*). The rice Si importer *Os*Lsi1 was used as a positive control and was found to promote both H_4_SiO_4_ (Fig. 5*C*) and H_4_GeO_4_ (Fig. 6*A*) influx. By contrast, no influx of either H_4_SiO_4_ or H_4_GeO_4_ by Slc34a2-expressing oocytes was observed (Figs. 5*C* and 6*A*). On the other hand, efflux of both H_4_SiO_4_ and H_4_GeO_4_ was detected for oocytes expressing Slc34a2 (Figs. 5*E* and 6*B*, respectively) as well as those expressing rice Si exporter *Os*Lsi2, which was employed as a positive efflux control. Of note, the magnitude of fractional H_4_SiO_4_ efflux after 2 h was quantitatively similar between Slc34a2 and *Os*Lsi2.

**Fig. 5.**
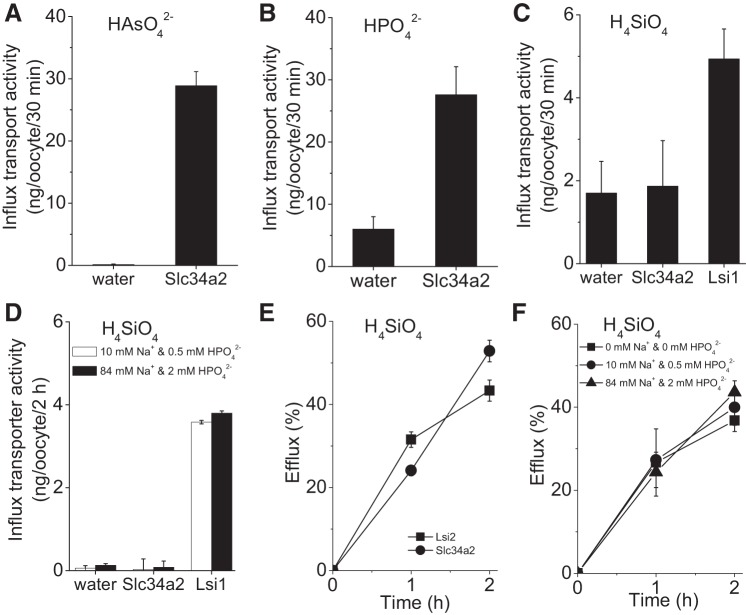
Transport activity in *Rn*Slc34a2-expressing oocytes. *A–C*: influx transport activity of *Rattus norvegicus* Slc34a2 for arsenate, $HAsO_{4}^{2-}$ (*P* = 0.0001) (*A*), phosphate, $HPO_{4}^{2-}$ (*P* = 0.0008) (*B*), and silicic acid, H_4_SiO_4_ (*P* = 0.66) (*C*) . Rice transporter Lsi1 was used as a positive control for H_4_SiO_4_ influx (*P* < 0.0001). *D*: the concentrations of sodium and phosphate in the medium did not influence H_4_SiO_4_ influx by *Rn*Slc34a2-expressing oocytes, nor that by *Os*Lsi1-expressing oocytes (*P* < 0.0001 in both instances). Water-injected oocytes were used as a negative control. *E*: in H_4_SiO_4_ efflux studies, rice transporter Lsi2 was used as a positive control. Data were corrected against water-injected control oocytes. *F*: changes in sodium and phosphate concentration did not affect H_4_SiO_4_ efflux by Slc34a2 expressing oocytes. Data are shown as means ± SE (*n* = 15).

**Fig. 6.**
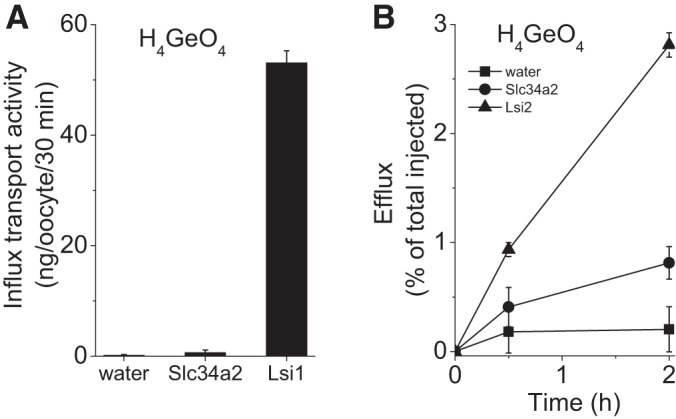
Germanium transport activity in *Rn*Slc34a2-expressing oocytes. Transport activity for H_4_GeO_4_ showing a lack of influx (*P* = 0.14) (*A*) but significant efflux (*B*) following a 2 h incubation (*P* = 0.004). Efflux was not significant at 30 min (*P* = 0.14) for Slc34a2-expressing oocytes. The rice Si transporters Lsi1 and Lsi2 were used as positive controls for influx and efflux activity, respectively (*P* < 0.0001 in both cases compared with negative control, water-injected oocytes).

Given that inward phosphate ($HPO_{4}^{2-}$) transport by Slc34a2 is coupled to the inward transport of three sodium ions [i.e., it is electrogenic (14, 55)], we investigated how varying the concentrations of Na^+^ and $HPO_{4}^{2-}$ in the external medium might influence Si influx and efflux in Slc34a2-expressing oocytes. No significant effects were observed at the broad concentrations investigated (Figs. 5, *D* and *F*). These findings suggest that Si is not translocated across the membrane through the Na^+^ or $HPO_{4}^{2-}$ transport site, but through an independent transport site that is potentially involved in Si efflux primarily. In keeping with this possibility is the presence of multiple, often independent binding sites in a number of ABCD family members (47). Alternatively, Slc34a2 could cooperate with accessory proteins to promote Si efflux. In this regard, the Na^+^-K^+^-ATPase γ-subunit FXYD2 appears to play a role in Mg^2+^ transport, while the α- and β-subunits alone do not exhibit such transport capabilities (46).

### Homology Between Slc34a2 and Si Transporters

Comparative sequence analysis of Slc34a2 indicated no significant homology with known plant or algal Si transporters. However, marked similarities were revealed upon pairwise alignment of the transmembrane domains of Slc34a2 and the plant Si efflux transporter Lsi2 (Fig. 7), thereby suggesting a conserved structure among Si efflux proteins.

**Fig. 7.**
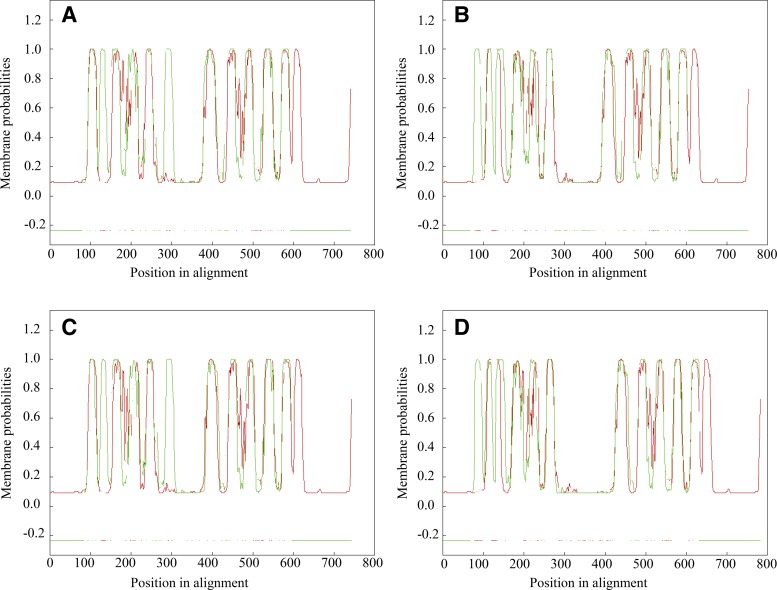
Pairwise alignment of the transmembrane domains of Si efflux transporters. Pairwise alignment of the transmembrane domains predicted in *Rn*Slc34a2 rat protein (red) with the four Si efflux transporters in plants (green). Transmembrane domains were predicted by OCTOPUS (56), and subsequent alignment was performed by AlignMe tool (51). *A*: *Os*Lsi2 (rice); *B*: *Zm*Lsi2 (maize); *C*: *Hv*Lsi2 (barley); *D*: *Cm*Lsi2–1 (pumpkin).

### Phylogenetic Analysis of the Slc34 Family

Sequence alignment within the rat Slc34 gene family led to the identification of a ~30-residue stretch that is only present in Slc34a2. Given that Slc34a1 and Slc34a3 were not upregulated under Si deprivation, this finding points towards the possibility that the ~30-residue stretch conveys Si transport activity to Slc34a2 (Fig. 1*C* and Table 2).

**Table 2.** Predicted transmembrane domains of Slc34a2

Helix No.	NH_2_ Terminus	Transmembrane Region	COOH Terminus	Helix Type	Length, a.a.
1	95	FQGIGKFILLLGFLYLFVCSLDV	117	1°	23
2	137	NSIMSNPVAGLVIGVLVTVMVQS	159	2°	23
3	166	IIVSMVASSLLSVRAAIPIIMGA	188	2°	23
4	374	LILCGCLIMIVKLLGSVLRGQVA	396	1°	23
5	422	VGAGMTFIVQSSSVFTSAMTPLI	444	1°	23
6	459	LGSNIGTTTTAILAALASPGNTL	481	2°	23
7	527	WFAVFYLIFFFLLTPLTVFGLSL	549	1°	23
8	555	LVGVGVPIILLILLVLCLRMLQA	577	1°	23
9	618	**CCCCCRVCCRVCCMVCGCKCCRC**	640	2°	23

The transmembrane domains were predicted using SOSUI software. The sequence highlighted in yellow through multiple sequence alignment of the three *Rattus norvegicus* Slc34 family members (Fig. 1*C*) is present in the ninth transmembrane helix of Slc34a2 (shown in bold). The COOH-terminal and NH_2_-terminal amino acids for each transmembrane domain are indicated, as is the type of α-helical structure (i.e., primary or secondary helices, denoted as 1° and 2°, respectively).

Phylogenetic analysis of the Slc34a genes from a range of vertebrates (Supplemental Table S1 and Fig. 8) showed that the family underwent an expansion relatively early in vertebrate evolution, resulting in three distinct main groups (a1, a2, and a3) among the modern jawed vertebrates. At least one member of the a2-group was found in all of the jawed vertebrate genomes searched. In contrast, losses of the a1- and a3-group genes were observed in several fully sequenced genomes (e.g., zebrafish, chicken). This would suggest that the Slc34a2-group genes have a unique or important role whose loss cannot be complemented for by other transporters, and that this function is conserved across the jawed vertebrates. Common to all members of the Slc34a2 group, and to the homologous Slc34a2 gene in the lamprey, is a motif containing three positive amino acid residues (R, H, or K) separated by smaller uncharged residues (commonly C or S) (Fig. 9). This motif aligns with the unique predicted transmembrane domain noted above in the rat Slc34a2 gene (Fig. 1*C* and Table 2), and points towards an important functional role. Conserved positively charged amino acids have been noted in other Si-related proteins, such as the GRQ motifs of the SIT active Si transporters (32, 51). It may be postulated that these residues interact with local negative charges on the silicic acid molecule as part of a general biochemical basis for transmembrane Si transport.

**Fig. 8.**
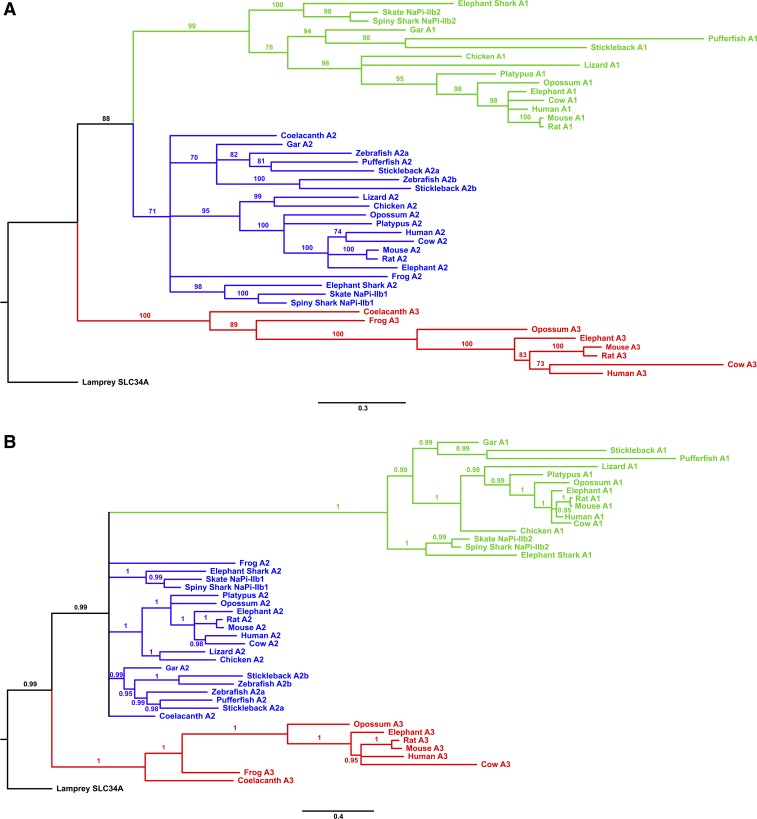
Phylogeny of Slc34a gene family member in vertebrates. *A*: the tree was produced using PhyML maximum likelihood analysis with the JTT+G+I model from an alignment of 880 positions. Numbers at nodes are a percentage of 100 bootstrap replicates, with nodes having <70% bootstrap support being collapsed. *B*: the tree was produced using Phylobayes Bayesian MCMC analysis under the CAT +G+I model (15 parallel chains with sampling every 100 cycles, burn-in one-fifth the total size of the chain) from an alignment of 880 positions. Numbers at nodes indicate posterior probabilities, with nodes having <0.95 support being collapsed. The scale bar indicates the average number of amino acid substitutions per site. The Slc34a1 clade is in green, the Slc34a2 clade is in blue, and the Slc34a3 clade is in red. The trees are rooted using the single Slc34a homolog identified from the lamprey genome. The Slc34a gene phylogeny largely agrees with the species phylogeny for vertebrates (33), with incongruent branches (e.g., the basal branches of the a2 clade) only having low statistical support. The maximum likelihood phylogenetic analyses resolve that the Slc34a clade evolved from a single ancestor in jawless vertebrates, and likely involved two main duplication events, initially producing the a3 and a1+2 clades, with a further divergence of the a1 and a2 clades. A teleost-specific duplication event resulted in the evolution of Slc34a2a and Slc34a2b, as found in stickleback and zebrafish. The Bayesian analysis had poor phylogenetic resolution at the base of the a2 clade, but still resolves the a1 and a3 groups as distinct monophyletic clades, and is not incongruous with the maximum likelihood analysis results. For full details of the species and sequences used see Supplemental Table S1.

**Fig. 9.**
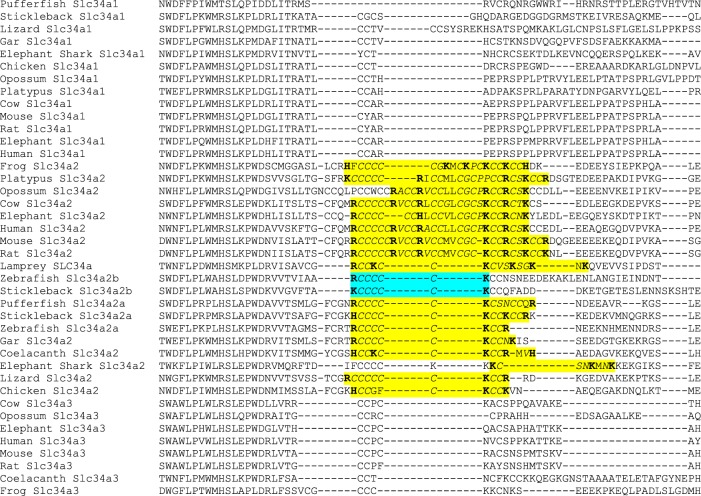
Alignment of vertebrate Slc34a protein sequences showing characteristic motif conserved across members of the Slc34a2 group. The alignment shows the region around the portion identified as unique to rat Slc34a2 in comparison to rat Slc34a1 or Slc34a3 (see Fig. 1*C*). Highlighted in yellow are the homologous regions in other vertebrate Slc34a2 proteins, and in the Slc34a-type lamprey sequence. The characteristic Slc34a2 motif identified within this region contains at least three positive residues uninterrupted by any negatively charged residues, with the positive residues regularly spaced apart by at least four small residues (primarily cysteines). A Slc34a sequence containing this motif was found in all vertebrate species investigated. The only members of the Slc34a2 clade (see Fig. 8) where this motif was incomplete was are in the zebrafish and stickleback SLC34a2b (highlighted in blue). Positively charged residues are shown in bold and small amino acids are in italics. Sequence names correspond to the species and gene identifiers given in Supplemental Table S1 and to the phylogeny shown in Fig. 8. The incomplete spiny shark and skate NaPi-IIb sequences are omitted due to this region being missing from the EMBL/GenBank data. The alignment was generated using MUSCLE (http://www.ebi.ac.uk/Tools/msa/muscle/).

### Conclusions

The identification that Slc34a2 can transport Si in mammals establishes another distinct gene family of Si transporters that could be involved in the regulation of Si homeostasis and that bears no sequence similarity with known Si-related genes in plants, sponges, choanoflagellates, or diatoms, although it shows strong structural similarities to silicon exporters in plants. Crucially, our work is also one of the first pieces of evidence for a functionally relevant Si-responsive gene in mammals. In parallel with this work, Garneau et al. (18) and Deshmukh et al. (8) have recently identified Si-permeable aquaporins that appear to play an important role in Si influx. Coupled with the active efflux transporter that is reported herein, we propose a Si transport model in mammals that mirrors that known in plants (28), i.e., a model in which an influx and efflux transporter must be present to allow Si movement through cells. Here, Slc34a2 is effluxing H_4_SiO_4_ from the renal tubular epithelial cell into the circulation, i.e., it is involved in the reabsorption of H_4_SiO_4_ in the kidneys. As an inevitable consequence of this expression at this cellular location, phosphate will be moved in the opposing direction. Dietary Si-P interactions have been noted, with animals on a Si-deficient diet showing conserved bone Si levels but depleted bone P levels (24). Assuming Slc34a2 is similarly involved in bone conservation of Si as it is in the kidney then our results explain these observation (24). Finally, it is also interesting to note that Lsi2’s are equally upregulated in plants in conditions of Si deprivation (34), a phenomenon that was instrumental in identifying Slc34a2 in this work. Collectively, our data provide indication that, rather than being a biochemically inert element, Si in fact plays a role in vertebrate physiology deserving of its preservation under exposure conditions of deprivation.

## GRANTS

This work was supported by Medical Research Council Grant MC_US_A090_0008/Unit Programme number U1059) (to J. J. Powell); Charitable Foundation of the Institute of Brewing and Distilling, UK (to S. Ratcliffe and R. Jugdaohsingh); Grant-in-Aid for Scientific Research on Innovative Areas from the Ministry of Education, Culture, Sports, Science and Technology of Japan (No. 22119002) (to J. F. Ma and N. Mitani-Ueno); Biotechnology and Biological Sciences Research Council (BBSRC) Comparative Genomics Training Grant BB/E527604/1 and a Leathersellers’ Company Scholarship awarded by Fitzwilliam College, Cambridge (to A. Marron); Natural Sciences and Engineering Research Council of Canada (No. 364175) and Canada Foundation for Innovation (No. 950-205342) (to J. Vivancos, R. Deshmukh, and R. R. Bélanger); Netherlands Nutrigenomics Centre (to M. V. Boekschoten and M. Müller); Natural Sciences and Engineering Research Council of Canada (to S. D. Kinrade); and Canadian Institutes of Health Research (to P. Isenring).

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the author(s).

## AUTHOR CONTRIBUTIONS

S.R., R.J., J.V., A.M., R.D., N.M.-U., J.R., and M.V.B. performed experiments; S.R., R.J., J.V., A.M., J.F.M., N.M.-U., J.R., J.W., and M.V.B. analyzed data; S.R., R.J., R.D., J.R., J.W., R.C.M., S.D.K., P.I., R.R.B., and J.P. interpreted results of experiments; S.R., R.J., A.M., R.D., J.R., J.W., and R.C.M. prepared figures; S.R., R.J., and J.P. drafted manuscript; S.R., R.J., J.V., A.M., R.D., J.F.M., N.M.-U., M.V.B., R.C.M., S.D.K., P.I., R.R.B., and J.P. edited and revised manuscript; S.R., R.J., J.V., A.M., R.D., J.F.M., N.M.-U., M.V.B., M.M., R.C.M., S.D.K., P.I., R.R.B., and J.P. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

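Gene expression was measured in whole left kidneys of 4 Si deplete and 4 Si replete female Sprague-Dawley rats, 1 array per kidney, on the Affymetrix rat genome array that the paper names. The authors deposited log2 levels of probe sets made by gcRMA with a summarization based on m-estimators; the submitters' processing notes name GCRMA 2.36.0. Filters on probe sets before deposit are not given in the sources used here. The arrays' scanner images and probe intensities were not analysed here, so background correction and normalization are those of the authors. The kidneys of the Si-high reference group and the larger cohort were measured by PCR and are not analysed here.

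From the deposited values, the groups were compared with R 4.3.3 and limma 3.58.1 (lmFit and eBayes, without an intensity trend or robust prior), as Si deplete minus Si replete, with Benjamini-Hochberg adjustment over 31042 probe sets and a threshold of 0.1. The paper's methods name modified T-statistics and a false discovery rate q, with the threshold of 0.1. No probe set was filtered by level. Symbols come from the platform annotation, and 20758 of the 20826 probe sets with 1 symbol were matched by Entrez ID to RefSeq genes of assembly GRCr8, with 0 symbols changed; no coordinates are given. Gene lists were fixed before the data were examined: 35 lists of transporters, ion and phosphate handling, stress, matrix, injury and immune genes, and markers of nephron segments and of other tissues. They were tested by camera with a preset correlation of 0.01 on the brightest probe set of each of 14217 genes, with Benjamini-Hochberg adjustment over the lists. Camera with an estimated correlation and fry were alternatives. Single genes were also compared by an exact 2-sided permutation test over 70 arrangements.

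Named genes followed a rule: those the paper names, the 10 with the largest change in each direction among probe sets that passed with 1 symbol and no overlap between groups (filled by the smallest p among those that did not pass), up to 4 members with the smallest p of each list described, and 5 other solute carriers in each direction. Alternatives were an intensity trend, a robust prior, array weights, leaving out probe sets with mean under 4, subtracting each array's median, quantile normalization, a replicate block, each array left out, a threshold of 0.05, Storey's q-value (lambda 0.5) and the mean of a gene's probe sets. The analysis was tested on simulated data: 200 of 31042 simulated probe sets were changed, and 20 of the 212 calls were false. Of simulated lists of 25 genes, camera called all 5 that were shifted by 0.5 and 0 of 35 that were not; these genes were simulated without correlation. Levels of arrays correlated at 0.9892 or more within groups, and no arrays were alike enough to be one library (highest correlation 0.9961).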

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

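The tests of a single kidney, of the share of tubule cells and of blood were chosen only after the results they bear on were seen, and that of Slc34a2 with the injury genes after both changes were seen but before its value was; the other splits of the arrays were planned. A test for more papilla in the Si deplete samples, whose markers had a median change of 0.00595, was run and set aside because these markers lie near the lower end of the scale.

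Groups of genes outside those the paper discusses had higher means in Si deplete kidneys, by 1.07 on the log2 scale for kidney injury and inflammation, 0.77 for extracellular matrix, 0.57 for immediate early genes and 0.56 for cell cycle, and in each list every Si deplete array had a higher mean than every Si replete array (exact permutation test, 2-sided p = 0.0286, the smallest possible, and adjusted p = 0.2 over 35 lists). Without Si deplete replicate 1, which stood apart from the other arrays, the injury list still had a mean change of 0.88 (standard error 0.25), so that array is not the whole cause. A lower share of tubule cells would raise the markers of every other cell type alike, but their mean change was 0.00517 (standard error 0.0876) for endothelium and -0.37 (standard error 0.22) for glomerulus against 0.34 (standard error 0.18) for fibroblasts and mural cells and 0.54 (standard error 0.26) for macrophages and myeloid cells (lymphocyte markers, at 0.66, are too dim to count here, with a mean level of 3.56), which argues against it as the whole cause, although none of these lists, blood cells included, differed from endothelium by an exact permutation test (p of 0.114 to 0.229). Markers of blood cells were at -0.40 (standard error 0.21), which argues against more blood in the Si deplete kidneys. The matrix list shares 4 genes with the fibroblast and mural markers and 2 with the injury list, so these lists are not separate readings. An effect of the diet on injury and matrix genes remains a hypothesis, found and tested on the same arrays; more fibroblasts or immune cells, kidney disease of individual rats and the day of harvest stay open, since the paper says that a rat from each group was processed on the same day but does not tie these arrays to days.

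Slc34a2 was higher in the same kidneys as the injury genes. With each array's mean of the injury list in the model, the diet coefficient of Slc34a2 went from 2.07 to 0.75 (standard error 0.66), with a slope of 1.24 (standard error 0.52) on the injury list. With 8 arrays in which both differ by diet, an effect of the diet on Slc34a2 of its own and a change that goes with the injury genes cannot be told apart.

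The 47 probe sets that passed were compared with all 35 splits of the 8 arrays into 4 and 4. The real split alone, 1 of 35, gave as many, and the highest of the others gave 3, which argues against chance for this count. A share of 1 of 35 is the smallest that these splits can give. The count also depended on single arrays. It fell to 0 without Si deplete replicate 2 or Si replete replicate 1, 2 or 3, and rose to 302 without Si deplete replicate 3. Of gene lists, 13 passed in the real split, 18 of the 35 splits gave as many or more and the highest other gave 18, so chance cannot be excluded for the number of lists that camera calls with the preset correlation.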

How the results depend on the processing

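All settings were planned except Storey's q-value for Slc34a2 and its combinations with other settings, which were chosen after seeing the data. The 35 higher and 12 lower probe sets became 58 and 19 when probe sets with mean under 4 were left out, where fewer were tested, and 0 and 0 at an adjusted p under 0.05 (limma; 4638 at an unadjusted p under 0.05). They became 121 and 51 by Storey's q-value. Combined with another setting, that q-value gave 103 higher and 38 lower with an intensity trend, 120 and 51 with a robust prior, 126 and 46 with array weights, 97 and 51 with quantile normalization, 246 and 71 with the replicate block, 243 and 277 with each array's median subtracted and 736 and 498 with probe sets of mean under 4 left out. With single arrays left out it gave 0 to 633 higher and 0 to 354 lower, 987 in all without Si deplete replicate 3 and 0 (limma; 3334 to 3954 at an unadjusted p under 0.05) without Si deplete replicate 2 or Si replete replicate 1, 2 or 3. Lower probe sets became 19 when each array's median was subtracted. With single arrays left out, the counts by adjusted p ranged from 0 to 235 higher and from 0 to 67 lower, both highest without Si deplete replicate 3, and 43 passed without Si deplete replicate 1, 24 of them among the 47. With the replicate block, 90 were higher and 14 lower, and 21 of these were among the 47. Deviations of arrays with the same replicate number correlated at 0.088, 0.09, 0.079 and -0.088, and 4 of 8 arrays matched best the array with their own number, so the numbers were not read as pairs. The log2 fold change of Slc34a2 stayed between 1.74 and 2.27 with single arrays left out. It was 2.07 and passed with the replicate block (adjusted p = 0.0876), and by Storey's q-value (0.0927); combined with the settings above, that q-value was 0.0593 to 0.0957, at log2 fold changes of 2.07, 1.91 with array weights, 2.01 with medians subtracted and 2.08 with quantile normalization, and 0.0635 to 0.242 with single arrays left out, under 0.1 only without Si deplete replicate 3. Its adjusted p ranged from 0.0876 to 0.312 over the planned settings. Gene lists past an adjusted p of 0.1 went from 13 to 0 with an estimated correlation and to 5 with fry, and ranged from 13 to 18 with single arrays left out; camera takes no robust prior, so that setting was not run for lists. All 13 lists kept their direction under the settings run; besides the estimated correlation and fry, calls were lost for cell cycle with probe sets of mean under 4 left out, where too few lymphocyte markers remained to test, for ribosomal proteins without Si deplete replicate 1 and for blood cells without Si deplete replicate 4. Of 46 named probe sets, 44 kept their direction; with single arrays left out, the brighter probe set of Slc34a1 ranged from -0.29 to 0.08, above 0 only without Si deplete replicate 1, and Slc34a3 ranged from -0.38 to 0.60, below 0 without Si deplete replicate 2 (-0.32) or 3 (-0.15) or Si replete replicate 1 (-0.06) or 3 (-0.38). Besides Slc34a2, named probe sets kept their direction and side of the threshold in 547 cases, fell short of it in 99 and newly passed it in 17. Apart from the fewer probe sets tested where dim ones were left out, the cause of these changes, the rise without Si deplete replicate 3 included, was not tested. Of probe sets, 51.3% had a mean under 4, near the lower end of gcRMA levels, which limits what can be said of dim genes.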

Differences from the paper's values

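The paper presents the 9 solute carriers of Fig. 1A as up- or downregulated. Its methods select genes by a false discovery rate q under 0.1, citing a reference for it. All 9 had the direction shown in the figure here. None passed at a Benjamini-Hochberg adjusted p under 0.1 over all probe sets, with the smallest, 0.13, for Slc34a2 (limma). Whether Slc34a2 meets the paper's rule therefore depends on the measure taken for q. Storey's q-value, applied to this gene after its value was seen, puts Slc34a2 under the threshold at 0.0927 and drops the 8 other genes of the figure. Its combinations with other settings were also chosen after seeing the values: with probe sets of mean under 4 left out it calls 7 of the 9 (Slc34a2, at 0.0593, Slc13a1, Slc25a24, Slc35a3, Slc25a38, Slc8a1 and Slc17a2) and drops 2, Slc26a6 and Slc18a2, which are not tested there, and with each array's median subtracted it calls 4 (Slc34a2, Slc13a1, Slc35a3 and Slc8a1) and drops 5. With an intensity trend (0.0803), a robust prior, array weights, quantile normalization or the replicate block it calls Slc34a2 and drops the 8 others, and of single arrays left out it calls Slc34a2 and Slc13a1 without Si deplete replicate 3 (7 dropped), Slc8a1 without Si deplete replicate 4 and Slc13a1 without Si replete replicate 4 (8 dropped in each). Among the settings chosen before the data were examined, Slc34a2 passed with the replicate block (adjusted p = 0.0876) and without Si deplete replicate 3 (adjusted p = 0.0909), and none of the other 8 genes passed under any of them.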

Other observations

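Lists of cell cycle, immediate early and immune genes had positive mean changes by camera with the preset correlation, a number of calls that other splits of the arrays also reach, and none passed with an estimated correlation. Of 23 immediate early genes, Myc rose and 22 did not pass on their brightest probe set (12 higher when adjusted over the list alone). Klf6 rose on another probe set (0.92, adjusted p = 0.0864 from limma), Egr1 differed by 1.32 and Atf3 by 1.76. The mean change of the immediate early list was 0.57 (camera, adjusted p = 1.35e-06, and adjusted p = 0.401 with an estimated correlation). None of 23 cell cycle genes passed over all probe sets (15 higher when adjusted over the list alone). Ccnb2 was at 0.97 and Cdk1 at 0.74, both near the lower end of the scale. The mean change of the cell cycle list was 0.56 (camera, adjusted p = 3.21e-08, and adjusted p = 0.401 with an estimated correlation). With probe sets of mean under 4 left out, that mean was 0.48 and the list did not pass (camera, adjusted p = 0.175). Mean changes were 0.42 for interferon-stimulated genes (Psmb8 at 1.38), 0.66 for lymphocyte markers, which were dim (Lck at 1.27), 0.50 for antigen presentation (Tap1 at 0.77), or 0.28 with the mean of each gene's probe sets, and 0.54 for macrophage and myeloid markers (Laptm5 at 0.98), with adjusted p-values by camera of 4.21e-05, 0.000202, 0.000209 and 0.000209, and of 0.401, 0.401, 0.426 and 0.598 with an estimated correlation; in these 4 lists array means of the diets overlapped, and no gene passed over all probe sets on its brightest probe set. Ribosomal protein genes had a mean change of 0.08 (camera, adjusted p = 0.00565, and adjusted p = 0.768 with an estimated correlation), but of 0.03 without Si deplete replicate 1 (adjusted p = 0.229 by camera), whose own mean was 0.20, and of 0.02 with each array's median subtracted.

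Other lists had negative mean changes by camera with the preset correlation. The 86 genes of the respiratory chain had a mean change of -0.09 (camera, adjusted p = 7.14e-08, and adjusted p = 0.453 with an estimated correlation). Of these, 77 were below 0, with Ndufa6 at -0.24, and the mean change was -0.15 with each array's median subtracted. Markers of the S3 segment of the proximal tubule had a mean change of -0.33 (camera, adjusted p = 0.0116, and adjusted p = 0.661 with an estimated correlation). Their mean was -0.73 in Si deplete replicate 1 against -0.05, 0.15 and -0.02 in the other Si deplete arrays. Without Si deplete replicate 1, the mean change was -0.14. Among these markers, Slc7a13 differed by -0.33 and did not pass (adjusted p = 0.268 from limma). Markers of the glomerulus had a mean change of -0.37 (camera, adjusted p = 0.0116, and adjusted p = 0.627 with an estimated correlation), with Wt1 at -0.70 and Nphs1 at -0.57. Their mean change was -0.24 without Si deplete replicate 3 (adjusted p = 0.084 by camera). Blood cell genes had a mean change of -0.40 (camera, adjusted p = 0.0167, and adjusted p = 0.401 with an estimated correlation), with Alas2 at -1.29. This list did not pass without Si deplete replicate 4 (-0.28, adjusted p = 0.114 by camera). The other 22 of the 35 lists did not pass.

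Of 29 genes of phosphate handling, none passed over all probe sets; adjusted over the list alone, 2 were higher and 3 were lower (camera, adjusted p = 0.154). Besides Slc34a2, these included Slc20a1 at 0.43, Galnt3 at -0.53 and Slc17a2 at -0.95. None of 12 aquaporins passed, and the one with the smallest p was Aqp11 at -0.94 (standard error 0.31, adjusted p = 0.238 from limma). The paper's PCR value for Slc34a2 in a larger cohort is 2.8-fold higher in Si deplete than in Si replete kidneys, and the arrays gave 4.19-fold; the techniques and the number of rats differ.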
